A study of Homo sapiens with 8 samples. Its data were reported in "Gene regulation by convergent promoters" (2025).

How the data were processed

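RNA of MCF-7 cells treated with 10 µM Nutlin-3a or DMSO for 24 h was measured in 4 libraries per group. Groups and replicate numbers came from the sample labels, and the study describes the 4 as biological replicates. According to the study's methods, poly(A) RNA was made into strand-specific libraries and sequenced, reads were trimmed, error-corrected and freed of ribosomal RNA, mapped to the human genome with segemehl, filtered for unique mapping, with paired-end data also for proper pairs, and counted over exons with regard to strand. As tools the authors used, the submitters' processing notes name bcl2fastq 2.19.1.403, Trimmomatic 0.39, FastQC 0.11.9, cutadapt 3.3, SAMtools 1.12, featureCounts 2.0.1 and DESeq2 1.32.0, on build hg38. The study's methods give other versions of some of these tools, and which version made the files is not settled by the sources used here.

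The deposited table per library gives TPM, which the authors made from read counts, gene lengths and a common sum per library. How they did so in detail is not given in the sources used here. It holds 60616 genes, of which 39495 were above 0 in at least 1 library. The authors' deposited table of the comparison covers 31310 genes. In it the authors give a base mean, which is the mean of counts divided by DESeq2 size factors, a log2 fold change with its standard error, a Wald score, and the authors give a p-value with its Benjamini-Hochberg adjustment. The log2 fold changes, standard errors and p-values from this table were used only where it is named.

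TPM keeps no depth, so the read numbers were recovered from the commonest ratios between libraries of low TPM values together with the base means of the authors' deposited table. All 250480 values came out whole within 0.02, and a test on simulated libraries gave back 100% of the simulated reads. The recovered reads were 37926835 to 44771747 per library over the genes of that table. They served to describe depth, to thin libraries to equal depth and for 1 alternative test. Intervals and counts of reads cover counting error only. Within each group, chi-square values per degree of freedom of the recovered reads between libraries were 1.83 or higher, and those of Nutlin-3a replicate 4 6.74 to 11.8, so the libraries of a group differed by more than sampling noise.

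Genes with at least 1 TPM in at least 4 of the 8 libraries were tested, 16667 in all. log2(TPM + 1) was fitted with limma 3.58.1 in R 4.3.3, with the group as the only term and eBayes with an intensity trend, and two-sided p-values were adjusted by the Benjamini-Hochberg method at 0.05. The authors' own test was DESeq2 on counts. A fit on TPM is not that test, and its fold changes carry the pseudocount of 1. For 29 gene lists written before the data were examined, camera was run with a preset inter-gene correlation of 0.01 and again with an estimated correlation, over the 26 lists with at least 5 tested members. All 694 list entries were matched, EPHA2-AS1 by its gene identifier because the authors' deposited table gives it a clone name. Of the list entries, 25 genes stood in more than 1 list.

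On simulated libraries drawn from the real means and read numbers, with 48 to 50 tested genes changed by each fold, the all-gene test called 60.4% of genes changed 1.25-fold, 82% at 1.5-fold, 97.9% at 2-fold and 98.0% at 4-fold, out of 16272 tested, and 12 unchanged genes. The simulation used the same preset dispersion for every gene and library, not estimated from these data. Far fewer genes changed in it than were called in the real libraries, so these shares hold for that setting only. Of 51 simulated lists the rising list passed and none of 50 unchanged lists did. The simulated genes varied independently of each other, so this does not test lists whose genes move together. The estimated correlation of the real lists reached 0.723, for mitochondrial transcripts.

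Gene positions came from GENCODE release 44 on GRCh38 (hg38), to which 60419 of the 60616 identifiers and 16637 of the 16667 tested genes were matched. The authors annotated with Ensembl release 102, so gene starts can differ. A convergent pair was a plus-strand gene start followed within 2500 bp downstream by a minus-strand gene start. A divergent pair was a minus-strand start followed within 400 bp by a plus-strand start. Tail-to-tail pairs had 3' ends within 2500 bp. In same-strand pairs the start of a gene lay within 2500 bp of the other's end, on either side, so overlapping and non-adjacent genes could enter. Pairs by name joined a gene with the gene of the same symbol plus -AS1 or -DT. Correlations over pairs were tested with 100000 permutations of the partners, and 95% intervals came from 2000 bootstrap draws, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. On simulated pairs the correlation came out at -0.0182 with none put in and 0.383 with a Pearson correlation of 0.4.

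Named genes followed a rule fixed in advance: all genes of the study's loci, the 10 largest rises and 10 largest falls among genes past the test with at least 5 TPM in the higher group, no overlap between groups and a proper symbol, up to 4 genes past the test and the most abundant gene not past it per list, and the 5 same-direction and 3 opposite convergent pairs with the largest smaller fold change. Genes named outside it were chosen after their values were seen.

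Alternatives tried were pseudocounts of 0.1 and 0.5, no filter, a filter of 5 TPM, median-ratio, TMM and quantile scaling, the replicate number as a block, no trend, library weights, leaving out each library, a threshold of 0.01 and the calls of the authors' deposited table. Chosen after seeing the data were voom on the recovered reads, leaving mitochondrial genes out of the total and each gene in 1 pair. So were groups of pairs by host expression and distance, and list counts without Nutlin-3a replicate 4. Reads of multigene families and near-identical copies can be lost or misplaced by mapping, so the values of such genes named here, histones, keratins and OR7E14P among them, are uncertain.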

Results

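The data are poly(A)-selected RNA-seq libraries of MCF-7, a human breast cancer cell line of luminal, estrogen receptor positive type that carries wild-type p53. Cells received Nutlin-3a, a small molecule that blocks the binding of MDM2 to p53 and so stabilizes p53, at 10 µM for 24 h, or the solvent DMSO for the same time. Each group held 4 libraries, which the study describes as biological replicates. The whole reads recovered from the deposited values numbered 37926835 to 44771747 per library. Reads came from 27484.5 ± 91.4 genes per DMSO library and 31089 ± 522 genes per Nutlin-3a library (SD, n = 4). Mitochondrial transcripts took 8.62% ± 0.860 of the TPM in DMSO and 13.4% ± 0.710 in Nutlin-3a libraries (SD, n = 4). Values below are the mean ± SD of TPM over the 4 libraries of a group, and fold changes are log2 differences of TPM + 1 ± SE, which understate the change of genes with low TPM.

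The first comparison asked how the transcriptome of MCF-7 cells differed between Nutlin-3a and DMSO. The 10 largest rises among genes with a proper symbol were mostly of genes that DMSO libraries hardly contained. IGFL3, a secreted member of the IGF-like family, went from 0.0164 ± 0.0328 to 149 ± 17.2 TPM, with a log2 fold change of 7.20 ± 0.0756. The non-coding LINC01164 went from 0.167 ± 0.0528 to 137 ± 11.6 TPM. TP53I3, a quinone oxidoreductase known as a p53 target, went from 8.59 ± 0.232 to 1083 ± 11.2 TPM, a 126-fold difference. Epithelial genes followed: the serpin SERPINB5 reached 82.7 TPM, the mucosal keratin KRT4 80.9 TPM, the chloride channel accessory gene CLCA2 53.2 TPM and the cornified envelope gene LCE1B 43.1 TPM, all from below 1 TPM. SUGCT, INPP5D and CDKN1A completed these 10 rises, with log2 fold changes of 5.47, 5.37 and 5.31. Of genes with a clone name only, AP001458.1 at 8.07 and AC004264.1 at 5.66 stood among them in size.

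The largest falls were of mitotic and replication genes. PLK1, a kinase that drives mitotic entry, fell from 189 ± 2.39 to 3.62 ± 0.388 TPM, with a log2 fold change of -5.37 ± 0.0552. PIMREG, PRR11, DLGAP5, CCNA2 and AURKB fell, with log2 fold changes of -4.80, -4.79, -4.64, -4.60 and -4.59. RRM2, a subunit of ribonucleotide reductase, fell from 164 ± 5.997 to 7.21 ± 0.636 TPM. The proliferation marker MKI67 fell from 64.6 ± 3.42 to 2.40 ± 0.581 TPM, and TROAP and UBE2C fell, with log2 fold changes of -4.31 and -4.24. Limma gave these 20 genes Benjamini-Hochberg adjusted p between 1.68e-15 and 3.1e-10.

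Of 16667 genes tested with limma, 5139 rose and 8854 fell at a Benjamini-Hochberg adjusted p under 0.05, of which 1722 and 2162 changed at least 2-fold. Of the tested genes, 975 were below 1 TPM in every DMSO library and 509 in every Nutlin-3a library. These passed the filter only through the other group, so the filter fixed their direction. Among the other 15183 genes, a count chosen after seeing the data, 4164 rose and 8345 fell. TPM adds up to the same total in every library, and the median log2 fold change of all tested genes was -0.20. After median-ratio scaling, which moved the median to 0.01, 7007 genes rose and 6772 fell. The 5139 genes that rose did so under both scalings, and so did 6772 of those that fell, whereas 325 genes that fell in TPM rose after rescaling. TMM scaling gave 6948 and 6816 genes, voom on the recovered reads, chosen after seeing the data, gave 7076 and 6812, and 6239 rose and 7063 fell among the same genes in the authors' deposited table. The 4 and 4 libraries did not overlap in 13275 genes, 79.6% of those tested, against 2.86% by chance. Without Nutlin-3a replicate 4, whose library weight of 0.239 was the lowest, 5384 genes rose and 8813 fell. Among 2120 long non-coding RNA genes, 1112 rose and 569 fell, against 3465 and 7100 of 11986 protein-coding genes. After rescaling the counts were 1263 and 422, and 4883 and 5489.

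**Figure D1:**
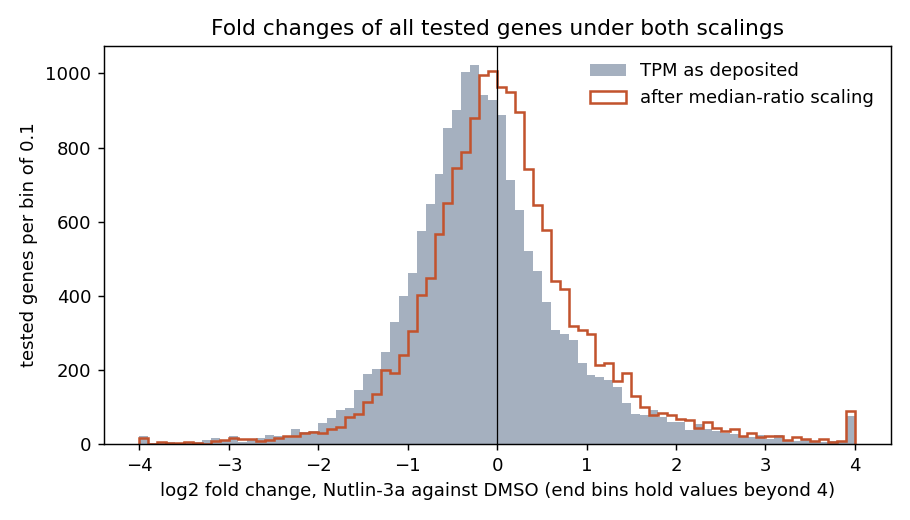
Number of tested genes per bin of the log2 fold change (x axis, Nutlin-3a against DMSO, TPM + 1), from TPM as deposited (filled) and after median-ratio scaling (outline). The median lay at -0.20 in the first and at 0.01 in the second.

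Genes that the study names, as locus examples or through the transcription factors they encode, were compared next, together with CDKN1A, a known p53 target outside that list. MDM2 and CDKN1A tell whether the libraries carry the labelled treatment. MDM2, the ubiquitin ligase that degrades p53 and is itself induced by it, rose from 24.6 ± 0.324 to 784 ± 17.5 TPM, 31.9-fold. The cell cycle inhibitor CDKN1A rose from 175 ± 3.92 to 7005 ± 289 TPM, 40.0-fold. The death receptor FAS rose from 2.498 ± 0.177 to 62.6 ± 2.28 TPM and its 5' neighbour on the other strand, the smooth muscle actin ACTA2, from 3.63 ± 0.467 to 119.7 ± 4.41 TPM. EPHA2, a receptor tyrosine kinase, rose from 28.8 ± 1.00 to 78.5 ± 0.722 TPM, and EPHA2-AS1 on the opposite strand rose from 1.04 ± 0.371 to 4.68 ± 0.580 TPM. PIK3IP1 rose from 3.21 ± 0.223 to 14.8 ± 0.421 TPM, and PIK3IP1-DT from 0.851 ± 0.361 to 10.3 ± 1.28 TPM (SD, n = 4 for each).

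At the MIR34A locus, the host gene MIR34AHG rose by 2.90 ± 0.0753 and LNCTAM34A on the other strand by 3.89 ± 0.0663 on the log2 scale. GADD45A rose by 3.97 ± 0.0234, CCNG1 by 2.30 ± 0.0322, the pro-apoptotic BAX by 2.18 ± 0.0202 and the transcription factor RFX7 by 0.83 ± 0.0537. TP53 itself fell from 180.3 ± 2.47 to 97.1 ± 2.82 TPM, a log2 fold change of -0.89 ± 0.0256, and fell by 0.64 after rescaling. E2F4 fell from 78.6 ± 1.37 to 62.2 ± 4.63 TPM with limma's Benjamini-Hochberg adjusted p = 9.65e-05, but after rescaling its log2 fold change was -0.09 with adjusted p = 0.0671. PTP4A1 stayed below the filter at 0.0761 and 0.633 TPM, but the authors' deposited table gives it a log2 fold change of 3.24 with adjusted p = 1.98e-20. AL135905.2, annotated over part of it on the same strand, went from 3.88 to 11.2 TPM, so reads of the 2 genes could not always be told apart. Of the 16 genes of the list, CDKN1A not counted, 15 were tested, 13 rose and 2 fell, and 13 and 2 passed when adjusted over the list alone. The study shows some of its locus examples with MCF-7 RNA-seq under this treatment, so the direction of the list is not independent evidence. With camera and Benjamini-Hochberg adjustment the list was higher at adjusted p = 4.73e-07, and adjusted p = 0.00882 with an estimated correlation.

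**Figure D2:**
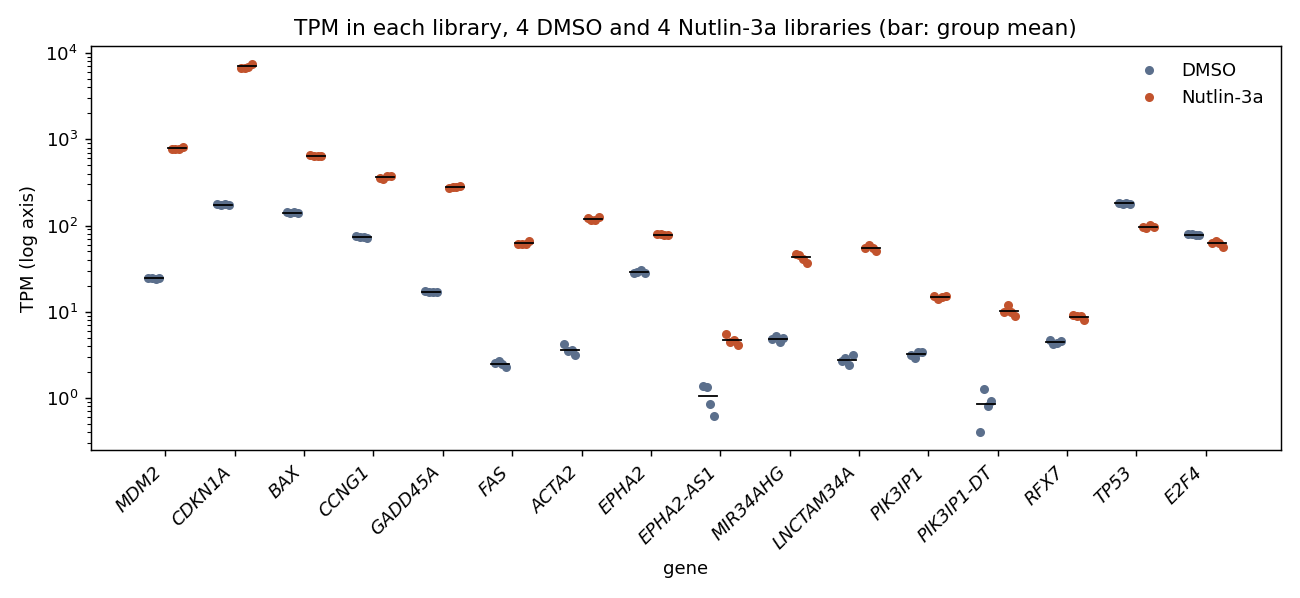
TPM (log axis) of 16 genes in each of the 4 DMSO and 4 Nutlin-3a libraries, with a bar at the group mean. MDM2 lay at 24.6 and 784 TPM and CDKN1A at 175 and 7005 TPM in DMSO and Nutlin-3a, whereas TP53 and E2F4 were lower in Nutlin-3a.

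Gene lists fixed before the data were examined were then compared, beginning with p53 targets by function. The p53, RFX7 and DREAM lists hold genes already known as targets within the p53 response, so their direction was anticipated. Of 8 tested genes of p53 feedback, 6 rose and 2 fell (6 and 1 after rescaling). Highest were MDM2 and the stress gene TP53INP1, which went from 15.7 to 291 TPM. The ubiquitin ligase genes RCHY1 and COP1 had log2 fold changes of -0.47 and -0.25, and COP1 had -0.01 after rescaling. The phosphatase gene PPM1D rose from 145 ± 2.92 to 752 ± 17.7 TPM, and ZNF385A rose 8.75-fold. The list was higher with camera at Benjamini-Hochberg adjusted p = 7.8e-04, but adjusted p = 0.0540 with an estimated correlation. In the arrest list 9 of 10 genes rose and RPRM fell by 1.41 on the log2 scale. Among those that rose were GADD45A, given above, and ZMAT3, which went from 7.30 to 73.6 TPM (camera adjusted p = 3.27e-06, and adjusted p = 0.0810 with an estimated correlation). Apoptosis genes rose in 17 of 18 cases, and CASP8, an initiator caspase, fell by 1.64. BBC3, which encodes PUMA, went from 18.5 ± 0.917 to 276 ± 2.32 TPM and the decoy receptor TNFRSF10C from 9.33 ± 0.759 to 134 ± 6.40 TPM. This list passed with camera at adjusted p = 1.3e-09, and adjusted p = 0.00882 with an estimated correlation.

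Of 11 DNA repair genes that p53 is known to regulate, 8 rose, and the Fanconi anemia gene FANCC, the polymerase POLK and the mismatch repair gene MSH2 fell. The ribonucleotide reductase subunit RRM2B rose from 50.8 ± 1.10 to 453 ± 36.9 TPM, in contrast to RRM2, and POLH, DDB2 and XPC rose 6.04-, 4.97- and 4.30-fold. With camera the Benjamini-Hochberg adjusted p was 0.00656, and adjusted p = 0.0744 with an estimated correlation. Metabolism and autophagy targets rose in 13 of 16 cases and fell slightly in 3, SCO2, LPIN1 and ULK2 (13 and 1 after rescaling), with the glutaminase GLS2 rising from 5.998 to 88.9 TPM, FDXR from 44.01 to 550.4 TPM, SPATA18 from 4.66 to 60.8 TPM and SLC12A4 from 4.97 to 54.5 TPM. Of 43 other p53 targets 42 rose and the matrix gene THBS1 fell by 0.58. The stress cytokine GDF15 rose from 266 ± 8.01 to 5090.4 ± 216 TPM, CEL 29.3-fold and HES2 22.9-fold. The camera adjusted p was 6.04e-07 for metabolism and 6.61e-19 for the other targets, and adjusted p = 0.00882 and 8.65e-04 with an estimated correlation. All 22 targets of RFX7, a transcription factor that acts downstream of p53, rose. Of these, 2, MAF among them, were below 1 TPM in every DMSO library and passed the filter only through their Nutlin-3a values. The other 20 rose as well. MAF went from 0.440 to 14.7 TPM, DDIT4 from 53.9 to 383 TPM and SESN3 from 1.69 to 15.5 TPM (camera adjusted p = 1.02e-12, and adjusted p = 0.0157 with an estimated correlation).

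Genes repressed by DREAM, the complex that shuts off cell cycle genes, fell nearly without exception. All 57 tested G1/S genes fell, with a median log2 fold change of -2.30. Among them the replication factor MCM10 fell from 32.7 ± 1.45 to 2.23 ± 0.344 TPM, the primase PRIM1 from 51.9 ± 1.10 to 4.33 ± 0.377 TPM and thymidine kinase TK1 from 281 ± 6.11 to 27.5 ± 2.15 TPM. Of 77 G2/M genes 76 fell, with a median of -3.18, and BUB3 did not pass at 56.7 ± 0.499 and 55.0 ± 2.64 TPM. BUB3 rose by 0.20 on the log2 scale after rescaling. With camera both lists were lower at Benjamini-Hochberg adjusted p = 1.07e-13 and 1.81e-18. With an estimated correlation neither passed, at adjusted p = 0.108 for both. Of the 13 subunits of DREAM, RB and E2F, 11 fell, and RBL2 and LIN37 rose by 0.11 and 0.22 (9 and 2 after rescaling). RBL1 fell from 10.9 ± 0.519 to 1.45 ± 0.0781 TPM, and TFDP1, LIN52 and E2F3 fell, with log2 fold changes of -1.30, -1.29 and -1.28 (camera adjusted p = 0.0300, and adjusted p = 0.0981 with an estimated correlation).

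Ribosome biogenesis genes fell in 29 of 30 cases, and UBTF rose by 0.24 (28 and 1 after rescaling). NOLC1 fell from 102.2 ± 2.35 to 27.5 ± 1.98 TPM, and NAT10, LYAR and POLR1B fell, with log2 fold changes of -1.31, -1.31 and -1.26. The list was lower with camera at Benjamini-Hochberg adjusted p = 3.27e-06, but adjusted p = 0.0981 with an estimated correlation. Cytosolic ribosomal protein genes moved little: 12 rose, 17 fell and 17 of 46 did not pass. The median was -0.03 and the mean 0.01, and camera pointed up at adjusted p = 0.317. With an estimated correlation, run on TPM as deposited only, the camera adjusted p was 0.836. After rescaling 34 rose and 2 fell, and the list was higher at adjusted p = 3.05e-04, as it was at adjusted p = 0.0243 with mitochondrial genes left out of the total, chosen after seeing the data. RPS19 rose from 392 ± 14.9 to 886 ± 15.7 TPM, and RPS27 and RPS9 rose by 0.67 and 0.40 on the log2 scale. RPL22 fell by 0.39, and RPL30 lay at 2913 and 2866 TPM.

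Estrogen response genes, which mark hormone signalling in this line, fell in 15 of 24 cases, rose in 4 and did not pass in 5 (15 and 8 after rescaling). The 4 that rose were PDZK1, CCND1, NRIP1 and TFF3. OLFM1 fell from 51.9 ± 0.790 to 8.82 ± 0.420 TPM, CXCL12 from 12.8 ± 0.383 to 2.90 ± 0.153 TPM, MYB from 32.1 ± 0.675 to 8.47 ± 0.662 TPM and the progesterone receptor PGR from 6.42 ± 0.322 to 1.35 ± 0.138 TPM. TFF1, the most abundant member that did not pass, lay at 4183 and 4295 TPM. The camera Benjamini-Hochberg adjusted p of 0.0493 lay at the threshold, and adjusted p = 0.509 with an estimated correlation. It was 0.0638 with the replicate number as a block, and between 0.0391 and 0.0620 when single libraries were left out, above 0.05 without DMSO replicates 1, 3 and 4 or Nutlin-3a replicates 1 and 2. Of 19 luminal identity genes 7 rose and 10 fell (9 and 8 after rescaling). ESR1, the estrogen receptor, fell from 103 ± 1.27 to 45.5 ± 2.38 TPM, MUC1 from 125 ± 3.74 to 35.1 ± 3.32 TPM, and PRLR and AR fell, with log2 fold changes of -1.81 and -1.20. KRT8 lay at 7588 and 7422 TPM. This list did not pass with camera (adjusted p = 0.936), and its median of -0.29 was negative while the test, which sets a list against all other genes, pointed up.

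The 13 tested genes of the senescence secretome included 9 that rose, 2 that fell and 2 that did not pass (10 and 2 after rescaling). SERPINE1, an inhibitor of plasminogen activators, rose from 0.144 ± 0.0326 to 7.78 ± 0.457 TPM, SERPINE2 from 0.382 ± 0.114 to 7.08 ± 0.766 TPM and PLAU from 0.857 ± 0.154 to 4.76 ± 0.305 TPM. Only 13 of 29 members were tested, and SERPINE1 and SERPINE2, below 1 TPM in every DMSO library, passed the filter only through their Nutlin-3a values. Of the other 11, a count chosen after seeing the data, 7 rose and 2 fell. PLAUR and ICAM1 fell, with log2 fold changes of -1.25 and -0.38, and TIMP1 lay at 119 and 120.0 TPM. Of 23 cytoskeleton and adhesion genes 16 rose and 5 fell (20 and 3 after rescaling), among them SNAI2 from 0.802 to 9.38 TPM, KRT17 from 0.851 to 5.58 TPM and CCN2 from 1.56 to 7.73 TPM. The integrin genes ITGA5 and ITGB4 and the tropomyosin gene TPM1 fell under both scalings, whereas ACTN1 and KRT80 fell in TPM and rose after rescaling. VCL lay at 23.8 and 23.3 TPM. With camera the Benjamini-Hochberg adjusted p was 0.00138 and 4.33e-04, and adjusted p = 0.0510 and 0.0979 with an estimated correlation. Immediate early genes rose in 9 of 14 cases and fell in 4 (10 and 3 after rescaling). EGR1 rose from 9.24 ± 0.719 to 44.3 ± 1.66 TPM, DUSP1 2.01-fold and ATF3 9.31-fold, EGR3 fell by 1.48 on the log2 scale, and FOS lay at 10.1 and 11.7 TPM (camera adjusted p = 0.0128, and adjusted p = 0.0979 with an estimated correlation).

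Of 16 tested genes in the list of replication-dependent histones 12 rose and 4 fell (12 and 3 after rescaling). The list as fixed beforehand held H1-0, a linker histone gene that is expressed outside S phase and does not belong there. H1-0, H3C2 and H4C3 fell under both scalings, while H2BC12 fell in TPM only. H2BC8 rose from 28.4 ± 1.15 to 139 ± 4.92 TPM, H2BC21 from 73.2 ± 1.74 to 275 ± 9.41 TPM, H4C8 3.40-fold and H1-4 7.31-fold. Most transcripts of the genes other than H1-0 lack a poly(A) tail, so poly(A)-selected libraries hold only part of them. With camera the Benjamini-Hochberg adjusted p was 7.8e-04, and adjusted p = 0.364 with an estimated correlation. The integrated stress response list held 13 genes that rose and 10 that fell (15 and 7 after rescaling). SESN2 rose from 22.5 ± 1.01 to 213 ± 3.31 TPM, and DDIT4, ATF3 and NUPR1 rose by 2.81, 2.69 and 2.45 on the log2 scale. SESN2 and DDIT4 also stood in the p53 metabolism and RFX7 lists. The camera adjusted p was 0.0493, 0.0599 after rescaling and 0.0512 with the replicate block, and adjusted p = 0.268 with an estimated correlation. It lay between 0.0461 and 0.0611 when single libraries were left out, above 0.05 without DMSO replicate 4 or Nutlin-3a replicates 1, 3 and 4.

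Interferon response genes went both ways, with 9 of 24 that rose and 11 that fell (13 and 9 after rescaling). The peptide transporter TAP1 rose from 14.7 ± 0.963 to 49.8 ± 2.35 TPM, whereas OAS3, USP18 and IFI35 fell, with log2 fold changes of -1.75, -1.47 and -1.19. IFI6 lay at 48.9 and 53.8 TPM. Their median of 0.08 was positive and their mean of -0.17 negative, and the test pointed up. Of 24 cholesterol synthesis genes 8 rose and 14 fell (11 and 9 after rescaling): EBP fell from 57.5 ± 2.08 to 20.9 ± 0.510 TPM, and CYP51A1, SQLE and DHCR7 fell, with log2 fold changes of -1.29, -0.87 and -0.86. LSS lay at 131 and 136 TPM. Hypoxia and glycolysis genes rose in 9 and fell in 12 of 25 cases (12 and 11 after rescaling). NDRG1, EGLN3 and HK2 rose 6.003-, 4.43- and 2.92-fold, ENO2 fell by 2.06 on the log2 scale, and ENO1 lay at 1836 and 1804 TPM. The median of this list was -0.12 and the mean 0.06, and the test pointed up. None of these 3 lists passed with camera after Benjamini-Hochberg adjustment (adjusted p = 0.603, 0.782 and 0.669).

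Markers of other cell types and of RNA quality were measured beside these groups. Of 11 immune markers 4 were tested and rose under both scalings, at low levels: ITGAM reached 5.34 TPM, CD79A 3.51, CD3E 2.204 and CD14 2.06 TPM. Of the fibroblast markers COL3A1 rose from 1.54 ± 0.121 to 3.81 ± 0.852 TPM and COL1A1 fell from 9.27 ± 0.660 to 6.06 ± 0.798 TPM. Of the endothelial markers VWF rose from 0.103 ± 0.0236 to 1.24 ± 0.160 TPM, and EGFL7 fell by 0.33 on the log2 scale but had -0.09 and no call after rescaling. These 3 lists had fewer than 5 tested members and got no test. Of the basal breast markers 5 were tested and rose under both scalings, led by the oxytocin receptor OXTR, which went from 3.35 ± 0.0961 to 31.8 ± 1.93 TPM, with LAMA3 at 9.23, MYLK at 1.80 and KRT6B at 1.58 TPM in Nutlin-3a (camera Benjamini-Hochberg adjusted p = 0.00129, and adjusted p = 0.0979 with an estimated correlation). KRT6B and MYLK, like the immune markers ITGAM, CD79A and CD3E and like VWF, were below 1 TPM in DMSO and passed the filter only through their Nutlin-3a values, so the filter itself favoured rises among these markers. Mitochondrial transcripts, whose share of the TPM was higher in Nutlin-3a as given above, rose in 9 of 13 cases, 11 after rescaling, with MT-ND5 and MT-CO2 1.75- and 1.69-fold, MT-CO1 1.48-fold and MT-ND4 1.47-fold higher. MT-ATP8 lay at 3939 and 3900.5 TPM (camera adjusted p = 0.00822, and adjusted p = 0.509 with an estimated correlation). Housekeeping genes were not stable: HPRT1 fell from 91.7 ± 2.58 to 13.6 ± 1.79 TPM, HMBS and TBP fell, with log2 fold changes of -1.12 and -0.62, and ACTB rose 1.59-fold, all under both scalings, while YWHAZ lay at 436 and 463 TPM. Of the 14, 4 rose and 9 fell (6 and 7 after rescaling), with camera adjusted p = 0.603.

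In total 20 of the 26 tested lists passed, 15 higher and 5 lower, and 5 held with an estimated correlation: the apoptosis, metabolism, other-target and RFX7 lists and the genes of the study. In every list the counts adjusted over the list alone equalled those over all genes. In several lists, some genes below 1 TPM in every library of a group passed the filter only through the other group. Without them, a count chosen after seeing the data, 8 of 9 arrest genes and 37 of 38 other p53 targets rose. Likewise 69 of 70 G2/M genes fell. YWHAZ, TFF1, LSS, IFI6, FOS and TIMP1 did not pass in TPM and rose after rescaling.

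**Figure D3:**
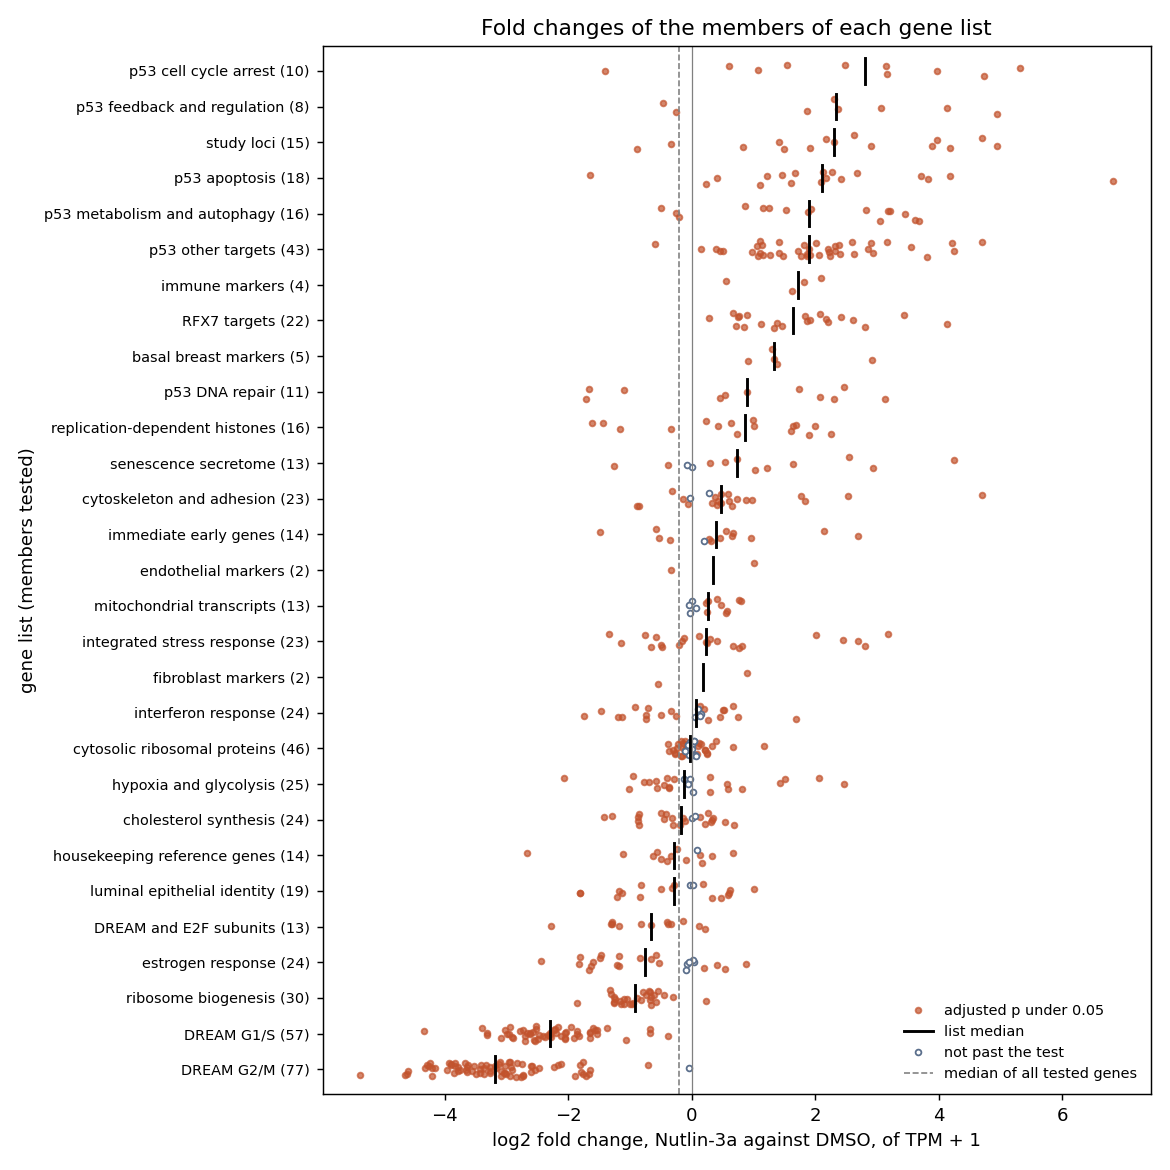
Log2 fold change (x axis, Nutlin-3a against DMSO, TPM + 1) of each tested member of the 29 lists, with the number tested beside the name, filled points for those past the test, bars at list medians and a dashed line at the median of all tested genes, -0.20. The DREAM G2/M list had the lowest median at -3.18 and the p53 arrest list the highest at 2.82.

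The study asked whether promoters that face each other respond together or against each other, so fold changes of neighbouring genes were compared by orientation. CDKN1A (chromosome 6, 36676460 to 36687337, GRCh38) and the non-coding DINOL on the other strand rose by 5.31 ± 0.0327 and 4.15 ± 0.0734 on the log2 scale. DINOL starts 2099 bp downstream of the annotated start of CDKN1A, and whether CDKN1A was transcribed from that start is not shown. EPHA2 and EPHA2-AS1 (chromosome 1, 16124337 to 16156069 and chromosome 1, 16155176 to 16158148), with starts 893 bp apart, rose by 1.42 ± 0.0284 and 1.49 ± 0.1303. PIK3IP1 and PIK3IP1-DT on chromosome 22, with annotated starts 35 bp apart, rose by 1.91 ± 0.0481 and 2.63 ± 0.139. The study reports that the start of PIK3IP1-DT in use was missing from the gene annotation, so the true spacing may differ. The cytokine LIF rose by 2.86 ± 0.0603 and AC004264.1 opposite it by 5.66 ± 0.0528. TMPO, a nuclear lamina protein, and TMPO-AS1 fell, with log2 fold changes of -2.77 and -2.58. AC010624.1 and AC010624.3, and TINAGL1 and AC114488.1, were the other pairs with the largest joint rise, at 3.65 and 3.05, and 2.30 and 2.24. Exons on the opposite strands overlapped in all these pairs except EPHA2 with EPHA2-AS1 and TINAGL1 with AC114488.1. Whether reads counted on the wrong strand added to the joint changes of single pairs was not tested.

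Other pairs moved apart. RAD51, the recombinase of homologous repair, fell from 25.7 ± 0.819 to 3.59 ± 0.634 TPM while RAD51-AS1, starting 333 bp away, rose from 3.85 ± 0.453 to 11.7 ± 1.51 TPM. WDR24 fell by 1.51 and Z92544.1 rose by 2.53, and HEXIM2 fell by 1.43 while AC138150.1 rose by 2.64. These 3 pairs kept both directions after rescaling. Of the pairs of study genes, TP53 and WRAP53, which encodes a telomerase-associated protein, both fell, at log2 fold changes of -0.89 and -0.68. RFX7 rose by 0.83, and TEX9 opposite it did not pass at a log2 fold change of 0.17 (limma, Benjamini-Hochberg adjusted p = 0.0505), although it was 0.37 after rescaling. FAS and ACTA2 did not enter, because their annotated gene starts lie 37526 bp apart, nor did MIR34AHG and LNCTAM34A, at 16902 bp.

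Of 1031 convergent pairs with both genes tested, 755 had both genes past the limma test. In 519 of them both genes moved the same way, 182 upward and 337 downward, and in 236 they moved apart. After rescaling 503 of 731 moved the same way, 286 of them upward, so the commoner joint direction depended on the scaling. Among 88 pairs in which both genes changed at least 2-fold, 78 moved the same way. Other classes agreed in direction too, in 457 of 653 divergent, 651 of 949 same-strand and 482 of 819 tail-to-tail pairs past the test, and in 62 of 67, 157 of 163 and 45 of 70 pairs with both genes changed at least 2-fold. After rescaling the shares past the test that agreed were 68.8% of convergent, 64.6% of divergent, 64.7% of same-strand and 55.4% of tail-to-tail pairs, and the order of the first 2 turned. Independent directions at each class's own share of rising genes, a comparison chosen after seeing the data, would give 52.1%, 57.2%, 51.1% and 56.3% of convergent, divergent, same-strand and tail-to-tail pairs past the test in TPM, against 68.7%, 70.0%, 68.6% and 58.9% measured. Across convergent pairs the fold changes correlated with Spearman's rho = 0.423, bootstrap interval 0.367 to 0.476 and Pearson's r = 0.411. Divergent pairs had rho = 0.328, bootstrap interval 0.263 to 0.389 over 884 pairs. Same-strand neighbours had rho = 0.411, bootstrap interval 0.363 to 0.459 over 1395 pairs, and tail-to-tail pairs rho = 0.0737, bootstrap interval 0.0133 to 0.134 over 1105 pairs. The two-sided permutation test gave p = 1e-05 for the first 3 classes, the smallest that 100000 permutations can give, and p = 0.0141 for tail-to-tail pairs. Benjamini-Hochberg adjusted values over 21 such relations were 1.17e-05 and 0.0141. Pairs of genes, not libraries, are the units, and genes are not independent replicates.

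The convergent correlation exceeded the divergent one by 0.0951 (95% interval 0.00828 to 0.171) and the tail-to-tail one by 0.350 (0.265 to 0.428). The classes were not matched for gene type, so these differences cannot be put down to orientation alone. Convergent pairs whose partner was not a protein-coding gene had rho = 0.458 over 483 pairs. Convergent pairs of 2 protein-coding genes had a lower rho, given below, which lay under that of all divergent pairs. The correlation of all convergent pairs exceeded that of same-strand neighbours by 0.0122, with an interval from -0.0607 to 0.0862 that spanned 0. The same-strand class held 36 pairs among the 9 joining segments of the immunoglobulin heavy chain locus alone. With each gene kept in 1 pair, chosen after seeing the data, the convergent rho was 0.426 and the same-strand rho 0.370, and the difference of 0.0560 had an interval from -0.0219 to 0.1301. The convergent starts lay 2 to 2482 bp apart, with a median of 599 bp. By distance, rho was 0.429 up to 400 bp, 0.439 from 402 to 853 bp and 0.405 from 856 bp. By expression of the host gene, rho was 0.472, 0.395 and 0.402 in 344, 343 and 344 pairs from the lowest to the highest. Among pairs made by name, 292 genes and their AS1 antisense genes had rho = 0.329 with permutation p = 1e-05 (adjusted p = 1.17e-05 by Benjamini-Hochberg), and 56 genes and their DT transcripts rho = 0.495 with p = 9e-05 (adjusted p = 9.95e-05). By annotated starts, 14 of the DT pairs were convergent and 34 divergent, the latter counted up to 1000 bp. Annotated gene starts stood in for the transcription start sites in use, which these data do not show.

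**Figure D4:**
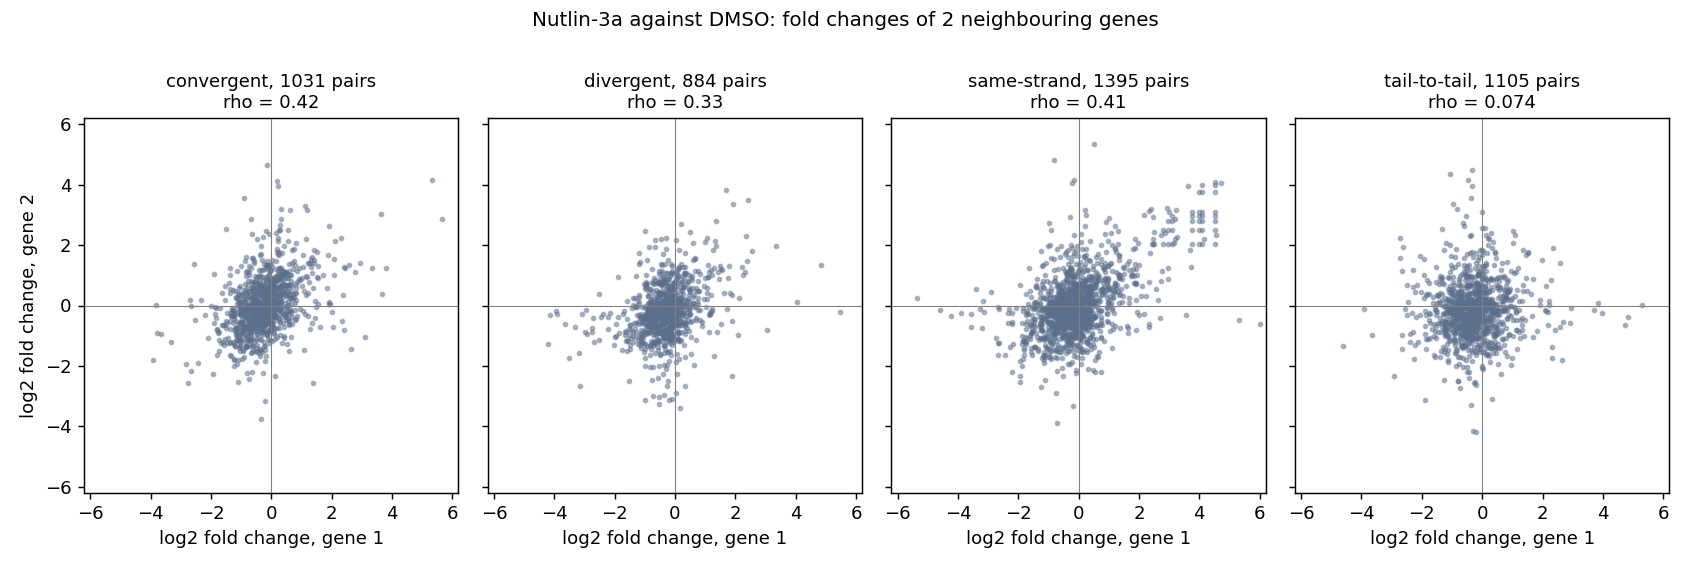
Log2 fold changes (Nutlin-3a against DMSO, TPM + 1) of both genes of each neighbouring pair, with 1 point per pair, a panel per orientation and values beyond 6 drawn at 6. Spearman's rho was 0.42, 0.33, 0.41 and 0.074 from left to right, and the grid at the upper right of the same-strand panel is the immunoglobulin joining segments.

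**Figure D5:**
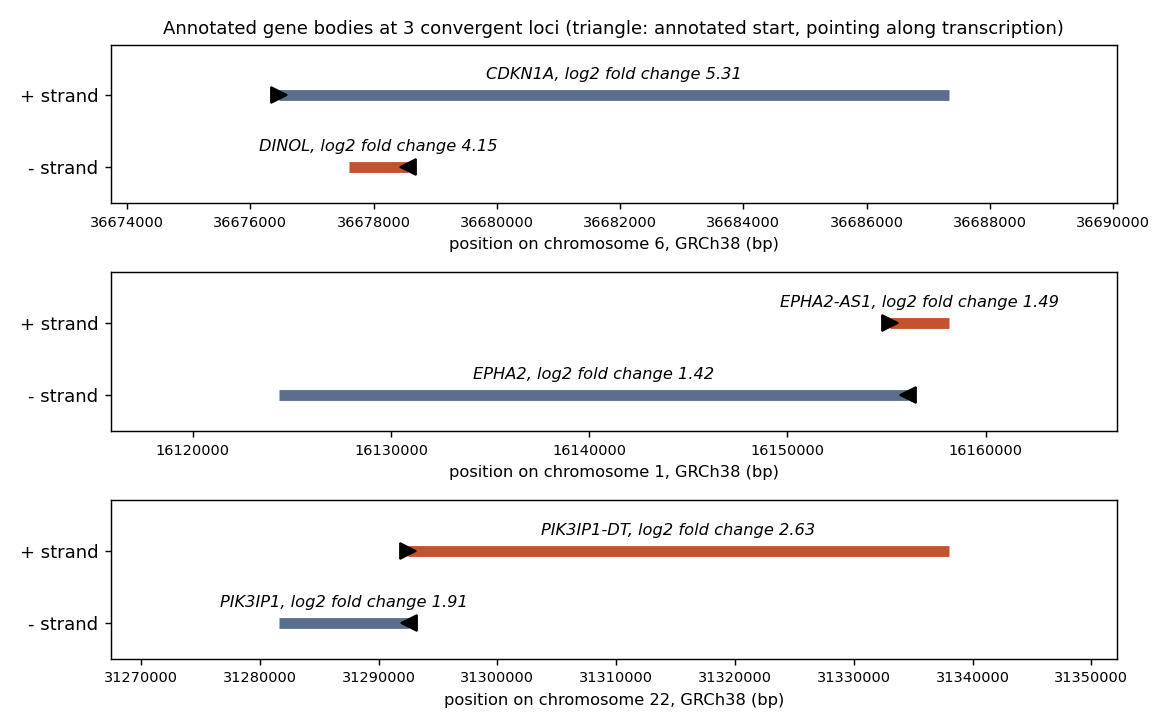
Annotated gene bodies at 3 loci that are convergent by annotated start. The x axis gives the position in bp on GRCh38 (GENCODE release 44) and the y axis the strand, with a triangle at each start. Both genes of each pair rose, by 5.31 and 4.15 for CDKN1A and DINOL, 1.42 and 1.49 for EPHA2 and EPHA2-AS1, and 1.91 and 2.63 for PIK3IP1 and PIK3IP1-DT on the log2 scale.

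The last comparison set the fold changes from TPM beside those of the authors' deposited table. MDM2 had a log2 fold change of 4.94 here and 5.18 in the authors' deposited table, CDKN1A 5.31 and 5.50, and PLK1 -5.37 and -5.53. Over the 16667 genes Spearman's rho across genes was 0.993 and 91.1% had the same sign, or 98.5% after each set was centred on its median. Both called 12212 genes, against 11168 for independent calls, and 12149 of them had the same sign. Genes are not independent replicates, and both sets came from the same libraries.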

Values the study reported

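The study reported that the start sites of convergent promoters lay 2 to 2,301 bp apart, with a median of 413 bp. It reported daRNAs initiated from 2,158 host genes, of which 1,635 were missing from GENCODE.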

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

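No test in this part was chosen after its result was seen. In each group of 4 libraries, a library was singled out where its gap to the nearest of the others exceeded Dixon's 95% critical share of the group's range. Of 320 groups of values tested, 27 met this rule, against 16 by chance at about 1 in 20 groups. Nutlin-3a replicate 4 accounted for 10 of them.

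Gene values are in TPM, each set against the lowest and highest of the other 3 libraries of the group. In DMSO replicate 2 this held for ZMAT3 at 6.818 against 7.39 to 7.51, MT-ND5 at 5053 against 4156 to 4308 and MT-CO2 at 13240 against 10652 to 11079.7. In DMSO replicate 1 this held for TP53I3 at 8.933 against 8.45 to 8.49, MAF at 0.528 against 0.402 to 0.422, DHCR7 at 312.1 against 299.8 to 302 and KRT6B at 0.07735 against 0 in the others. Also in DMSO replicate 1 this held for IGFL3 at 0.06559 against 0 in the others and RAD51 at 24.52 against 26.0 to 26.3. In Nutlin-3a replicate 4 this held for FAS at 66.02 against 61.2 to 61.8, TK1 at 24.33 against 28.3 to 29.0, DLGAP5 at 1.754 against 2.24 to 2.30 and MUC1 at 30.17 against 36.2 to 37.3. Also in Nutlin-3a replicate 4 this held for TAP1 at 53.32 against 48.3 to 49.0, VCL at 20.75 against 24.2 to 24.2, INPP5D at 39.99 against 43.6 to 44.2 and MKI67 at 1.531 against 2.67 to 2.71. Also in Nutlin-3a replicate 4 this held for Z92544.1 at 9.183 against 11.2 to 11.4 and AC138150.1 at 18.66 against 25.2 to 26.3. In DMSO replicate 4 this held for LYAR at 47.22 against 45.8 to 45.9, KRT17 at 0.3999 against 0.965 to 1.04, INPP5D at 0.01917 against 0.0757 to 0.0855 and recovered reads at 39.24 M against 44.01 to 44.8 M, where M stands for 1e6 reads. In Nutlin-3a replicate 3 this held for KRT17 at 6.155 against 5.35 to 5.43. In DMSO replicate 3 this held for CD3E at 0 against 0.0327 to 0.0372 and LCE1B at 0.0789 against 0 in the others. In Nutlin-3a replicate 1 this held for DINOL at 19.78 against 17.1 to 17.4. These values are given without an explanation.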

How the results depend on the processing

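Voom on recovered reads, the total without mitochondrial genes and each gene in 1 pair were chosen after seeing the data. So were groups of pairs by expression and distance and list counts without Nutlin-3a replicate 4. The count of 5139 genes that rose became 9117 with no filter, when 39495 genes were tested, and 3412 with a filter of 5 TPM, when 11690 were. The 1722 genes that rose at least 2-fold became 1038 with the filter of 5 TPM, 2807 with voom and 2589 in the authors' deposited table over the same genes, and the cause of the last 2 was not tested. In that table as a whole, with 31310 genes, 10217 rose, 6346 of them at least 2-fold. The 2162 genes that fell at least 2-fold became 1407 with median-ratio and 1416 with TMM scaling. With an estimated correlation 5 in place of 20 lists passed, and with single libraries left out 18 to 20 did. The other counts over all tested genes stayed within 1.5 times, with 13632 to 14197 calls when single libraries were left out against 13993. Counts within some lists and of pairs moved more after rescaling, such as 12 to 34 rising ribosomal protein genes and 182 to 286 jointly rising convergent pairs.

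The replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated by -0.0698, 0.0419, -0.0163 and -0.120. With the replicate number as a block, 13727 genes and 18 lists passed, and the estrogen and stress response lists were lost, as they were with mitochondrial genes left out of the total (adjusted p = 0.0727 and 0.0529).

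5 genes that did not pass in TPM, all slightly below 0, passed upward under median-ratio scaling, voom and in the authors' deposited table. The log2 values in that order were BUB3 0.20, 0.20 and 0.14, KRT8 0.22, 0.22 and 0.15, ENO1 0.22, 0.22 and 0.15, VCL 0.21, 0.22 and 0.15, RPL30 0.22, 0.22 and 0.16. Median-ratio scaling moved the median by 0.216, more than the changes of these genes in TPM. Library weights gave Nutlin-3a replicate 4 the lowest weight, 0.239. Correlations over convergent pairs lay between 0.293, for 2 protein-coding genes, and 0.472, for the lowest host expression, and those over divergent pairs between 0.247 and 0.367. At the depth and group size of these libraries, and at the preset dispersion of the simulation, 60.4% of the smallest simulated changes were called. The part of depth in this was not tested. List counts without Nutlin-3a replicate 4 differed from the full ones by at most 1 gene in each direction of any list.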

Other observations

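The families below and the limit on their counts, the low genes without tested ones and the olfactory receptors without OR7E14P, the immunoglobulin segments, the tests of silent olfactory receptor genes, of the covariance over pairs, of the same-strand pairs as a separate explanation and of the tail-to-tail difference, and the test of the mitochondrial share were chosen after seeing the data. The 19 LCE genes, of the epidermal cornified envelope, summed to 0.0499 ± 0.0394 TPM in DMSO and 97.0 ± 2.42 TPM in Nutlin-3a. The sum of the 12 SPRR genes, which encode small proline-rich proteins of that envelope, went from 1.14 ± 0.464 to 67.1 ± 2.27 TPM, and that of the 4 IGFL genes from 0.0805 ± 0.0802 to 162 ± 19.0 TPM. In these 3 families 4, 3 and 3 members passed the filter, which at such DMSO levels lets in only members that are higher in Nutlin-3a, so their tests are not counted. For the same reason, members below 1 TPM in every DMSO library were left out of the following counts. Of the other keratins 10 of 14 rose and 3 fell, of the collagens likewise 10 of 14 and 3, of the S100A genes 7 of 9 and 1, and of 3 SERPINB genes none rose and 1 fell. These are counts in TPM and can change with the scaling. Over all 4 tested SERPINB genes 1 rose and 1 fell in TPM, and 3 rose and 1 fell after rescaling.

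The 9 joining segments of the immunoglobulin heavy chain locus had 0 reads in the DMSO libraries and 391 in the Nutlin-3a libraries, with sums of 0 and 96.6 ± 19.1 TPM. Each segment is only 46 to 61 bp long, so few reads make a large TPM. The non-coding AP001458.1 was listed at 0 in all DMSO libraries and at 268 ± 21.4 TPM in Nutlin-3a.

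Other splits of the 8 libraries into 4 and 4 were tried, 35 in all. Only the real split gave 13993 genes past the limma test, and the highest other gave 1, as the prediction against chance asked. Every other split holds both treatments on each side, which adds the treatment difference to the spread within groups. Few calls there are thus built in, and 1 of 35 is the smallest share possible, so this count does not exclude chance. The real split gave 20 lists, in 1 of 35 splits, as the prediction against chance asked. The highest other gave 18, so the count of lists hardly sets the real split apart and does not exclude chance. Splits with 3 libraries of a treatment on a side gave 13 to 18 lists, because they hold a weaker form of the same contrast, and splits with 2 gave at most 2.

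The fold changes of convergent pairs correlated. The tables argue against reads counted on the wrong strand, since rho was 0.4435 in 154 pairs without overlapping exons, and against noise shared within a library, since rho was 0.4277 with the 2 genes measured in different libraries. A shared response of neighbours in any orientation stays open. The prediction written before asked for only 1 of the background classes to match, and same-strand pairs did. Tail-to-tail rho was lower by 0.3497 (95% interval 0.265 to 0.428), so the classes were not alike. Tail-to-tail pairs were chosen by near 3' ends, so their starts can lie far apart, and the difference cannot separate orientation from distance. A response shared with neighbours on the same strand stays open, as same-strand pairs reached 0.4111, or 0.370 with each gene in 1 pair. As high a rho came from 6 of 35 splits (real 0.423, highest other 0.433), so the split test on rho, as counted over all splits, does not exclude chance. The 5 other splits all held 3 libraries of a treatment on a side, which shrinks the fold changes but keeps most of their ranks, whereas the 18 splits with 2 of each treatment on a side gave 0.0116 to 0.166. The covariance of 0.344 was reached in 1 of 35 splits (highest other 0.0883), but this decides nothing, since such splits shrink every fold change and so the covariance by construction. Joint regulation of facing promoters by p53 may contribute, but no value here separates it from a response shared with same-strand neighbours.

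More genes had reads in Nutlin-3a libraries. The tables argue against a difference in depth, since at equal depth the lowest Nutlin-3a library still had 2389 more genes than the highest DMSO library. An even background such as genomic DNA could not be judged from summed olfactory receptor TPM. Its log2 change of 0.9635 (interval of 2 SE either way, 0.860 to 1.07), or 1.17 (0.896 to 1.44) without OR7E14P, which held 71.0% of the sum in DMSO, lay below that of all genes under 1 TPM in DMSO (1.78, 1.67 to 1.89), as the prediction against a background asked. That bound was wrong, since it includes genes that rose enough to be tested, and the 22070 low genes without these changed by only 0.699 (0.568 to 0.831), though leaving them out favours small changes, so neither set decides. Of silent olfactory receptor genes 1.495% (95% exact interval 0.686 to 2.82) gained reads in all 4 Nutlin-3a libraries, against 4.44% (4.04 to 4.87) of other silent genes of like length, where an even background as the whole source needs equal shares. Olfactory receptor genes with reads still went from 34 to 43 per DMSO library to 75 to 96 per Nutlin-3a library, so a background behind part of the gain stays open. Read-through from rising genes upstream may add a part, a small one within 10 kb. Of 1125 newly detected genes 2.489% lay within 10 kb downstream of a same-strand gene that rose at least 2-fold, against 0.190% of silent genes. Read-through over longer distances was not counted, so its full part stays open. The source of the other newly detected genes, or a response to Nutlin-3a, stays open too.

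The TPM of the median gene was lower in Nutlin-3a. The larger mitochondrial share cannot be its whole source, since the median log2 fold change was still -0.1347 with mitochondrial genes left out of the total. Strongly rising transcripts may take up part of the rest of the fixed total. CDKN1A and GDF15 reached 7005 and 5090 TPM of 1000000 in Nutlin-3a, too little to account for it alone. A true fall in RNA per cell stays open, since no added reference RNA is among the values.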
